A study of Mus musculus with 6 samples. Its data were reported in "Mapping RNA–RNA interactome and RNA structure in vivo by MARIO" (2016).

How the data were processed

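MARIO maps RNA–RNA contacts in cells. RNAs were crosslinked to the proteins that bound them, the proteins were held on beads, a biotin-tagged RNA linker was joined to the RNA ends, and ends held near each other were ligated. The product is a chimeric molecule in which the linker separates a first fragment (RNA1) from a second (RNA2). The 6 libraries came from mouse cells and tissue: ES-1 and ES-2, which are 2 assays on E14 embryonic stem (ES) cells of strain 129/Ola; ES indirect, from the same cell line; MEF, from embryonic fibroblasts of strain C57Bl/6; and brain 1 and brain 2, which the labels call technical replicates of the whole brain of an adult C57BL/6J female. ES-1, ES-2 and MEF were crosslinked with ultraviolet light of 254 nm. ES indirect was crosslinked with formaldehyde and EGS, which also join protein to protein. The brain powder received 3 irradiations of 400 mJ/cm2 at 254 nm. RNA was first fragmented to about 1000 nt in the 3 libraries of ES cells and to about 300 nt in MEF by the labels, by RNase I except in ES indirect, which was sonicated. The methods of the study give a wider range of sizes for ES-1, so ES-1 and ES-2 may differ in this too. Ribosomal RNA was depleted with a duplex-specific nuclease in ES-1 and ES indirect and with the GeneRead kit in ES-2 and MEF. ES-1 and ES-2 therefore differ in depletion, and MEF differs from ES-1 in fragment size, depletion and strain as well as in cell type.

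The deposited files hold no measured value. Each line is 1 read pair, with the genomic position, strand and sequence of RNA1 and of RNA2 and an annotated RNA type, RNA name and region for each. According to the methods of the study, the authors counted read pairs with the same mapped places and the same random barcode as 1, assigned read pairs to samples by barcode, located the linker, divided each molecule into RNA1 and RNA2, kept molecules of which both fragments had a unique place in the genome, and annotated both. The assembly named for the ES data is mm9. The aligner version is not given in the sources used here. The libraries were deposited separately and not pooled. Every count of read pairs in the text was made by counting lines, so a molecule amplified before sequencing counts more than 1 time wherever the authors' removal of duplicates missed it. Intervals are 95% Wilson binomial intervals. They cover counting error only, since read pairs without a retained molecular identifier are not independent molecules. Where a count is 0, the limit given is 3 counts of the total.

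The sequences were first compared with the genome. For 1 in 20 fragments the sequence was set against NCBIM37 (mm9) at its stated position, allowing up to 15% mismatches. The sequences of ES-1, ES-2 and ES indirect matched in most cases. Those of the brain libraries mostly did not, so all brain fragments were placed on NCBIM37 by their sequence with minimap2 2.31 (short-read preset, mapping quality of at least 10), and the brain results use those positions and the strand-aware GENCODE vM1 gene names found there. Names as deposited were used for ES-1, ES-2, ES indirect and MEF. For the overlap of ES merged with brain merged and for the similarity of libraries, the GENCODE names were used for all libraries. The types and partner numbers of ES merged use the names as deposited, and their values under GENCODE names are given as an alternative. Identity of read pairs between libraries was judged on the stated coordinates. Coordinates in the text are 1-based on NCBIM37.

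Read pairs were put into classes in this order: 1 or both ends ribosomal, 1 or both ends unannotated, both ends in 1 RNA, ends in 2 RNAs within 2000 bp on the same chromosome, and the rest, which are called between-RNA read pairs. Repeat-derived RNAs were named by their repeat family, so a name such as U1 or a LINE family stands for many loci. For each pair of RNAs joined by at least 1 between-RNA read pair, a one-sided Fisher's exact test compared the read pairs joining both RNAs with those joining either to other RNAs. P-values were adjusted by Benjamini-Hochberg over all observed pairs, and a pair was called at an adjusted p under 0.05 with at least 3 read pairs. The test and threshold follow the study, and the minimum of 3 read pairs was added. Pairs were called in ES-1 and ES-2 merged (ES merged), in brain 1 and brain 2 merged (brain merged) and in each library. Read pairs are the unit of this test, so its p-values describe the libraries and carry no replicate error. The replicate check is the comparison of ES-1 with ES-2.

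Library similarity is Pearson's and Spearman's correlation across genes of log2(CPM + 1) over genes with a mean of at least 1 CPM, for RNA1 and RNA2 ends separately and for all 15 pairs of libraries. CPM is the ends in a gene per 1000000 ends in genes, computed here and not by the authors. Genes are not independent replicates, so no p is given. The spread used for a correlation is the SD of its RNA1 and RNA2 values. Overlap of called pairs between libraries was tested by permuting the partners among the called pairs of the smaller set 100000 times, one-sided, which keeps the number of pairs of each RNA. The smallest p this allows is 1e-05. For the number of partners per RNA, the slope and squared correlation of log10 share of RNAs on log10 number of partners were fitted by least squares, and a discrete power-law exponent by maximum likelihood. The spread used for these is the SD between ES-1 and ES-2, or between brain 1 and brain 2. Interaction sites are stretches of overlapping fragments on 1 strand with a depth of at least 5.

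Base pairing was measured as the RNAduplex energy (ViennaRNA 2.7.2) of RNA1 with RNA2, averaged over up to 5 read pairs per pair of RNAs, for up to 500 called pairs of ES merged per combination of RNA types with at least 30 called pairs. Fragments between which no duplex formed were given an energy of 0. The control was the same fragments with shuffled bases, and the difference was tested by 100000 sign flips, two-sided, with Benjamini-Hochberg adjustment over 23 combinations. The study used another program for these energies, so they are not on the same scale. For this filter, read pairs within 1 RNA were taken without tRNA, RNAs of repeat classes and ends on different chromosomes. They were filtered as the methods of the study describe, where a read pair was removed if its ends lay on opposite strands of the reads within 2000 bp and the forward read had the smaller coordinate. Both conditions had to hold here, a choice made because the methods leave it open and the number is then near that of the study. Ligation positions in Snora73 and Snora14 were counted in bins of 10 nt. A fragment was taken to lie by sequence in the gene of the partner RNA as well when at least 50% of its 15-nt words, read every 5 nt, occurred there. This was counted for 1 read pair of each called pair of brain merged and of 3000 drawn called pairs of ES merged, 2314 of which had a known gene on both sides, and for every read pair of the pairs named.

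The genes and pairs named were fixed before the data were examined. They are Trim25 with Snora1 and Malat1 with Slc2a3, Eif4a2, Tfrc and 0610007P14Rik; Snora73, Snora14 and Eef1a1; and, for ES merged and brain merged, the 5 called pairs with most read pairs among those called in both libraries, the 5 RNAs with most partners, and the 3 mRNA–mRNA and 3 lincRNA–mRNA called pairs with most read pairs among those seen in both libraries. Alternatives fixed at the same time included lower and higher minimum counts, lines with the same coordinates of both fragments collapsed to 1, other adjustment, distance and annotation filters, thinning to the smallest library, other pseudocounts and CPM filters, other shuffles, and each replicate left out. Others were added after the data were seen, such as leaving out fragments that hold at least 12 nt of the 24-nt linker or are under 20 nt.

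The calling step was tested on simulated data. With partners permuted and 200 seeded pairs of 10 added read pairs each, 100% of the seeded pairs were recovered at the size of ES merged, over 19743 RNAs, and of brain merged, over 5369 RNAs. Among the random pairs alone, 223 were called at the size of ES merged and 2 at that of brain merged. Only RNAs with few ends were seeded, and real called pairs had a median of 4 read pairs. Weaker pairs and pairs of abundant RNAs were thus not tested. Permuting single lines parts those that repeat the same coordinates, so calls that rest on repeats were not simulated. In ES merged, 59.2% of called pairs rested on 1 pair of coordinates. Sign flips gave a p under 0.05 in 6% of 200 simulated sets without an effect and in 100% with an effect, and the overlap permutation in 3% and 100%. The work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9. Conservation, RNA imaging, pull-down sequencing and the control libraries described in the study were not analysed here. Called pairs between ribosomal RNA and other RNAs, and read pairs with an unannotated end, were left out of all pair counts.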

Results

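The series holds 6 MARIO libraries from mouse cells and tissue, which were made to find RNAs that lie together in living cells. Each read pair gives a first fragment (RNA1) and a second fragment (RNA2) that a linker had joined while both were held by protein. The ES group holds 2 libraries (ES-1 and ES-2), the ES indirect and MEF groups hold 1 library each, and the brain group holds 2 libraries from 1 animal. A spread between independent assays can therefore be given only for ES. The files held 3230403 read pairs for ES-1, 1312314 for ES-2, 3302146 for ES indirect, 474526 for MEF, 1045814 for brain 1 and 1114447 for brain 2.

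The first comparison asked what each library is made of. Read pairs with 1 or both ends in ribosomal RNA made up 77.6% of ES-1 (95% Wilson interval 77.6 to 77.7) and 81.0% of ES-2 (81.0 to 81.1). The ribosomal share was 53.9% in ES indirect (53.8 to 53.9), 48.3% in MEF (48.2 to 48.5), 33.8% in brain 1 (33.8 to 33.9) and 32.9% in brain 2 (32.8 to 33.0). The brain shares use GENCODE names, which count mitochondrial ribosomal RNA (19.4% of the RNA1 ends of brain 1). Under the deposited names the share of brain 1 was 4.23%, so the brain shares cannot be compared directly with the others. Read pairs with both ends in 1 RNA made up 4.36% of ES-1, 1.47% of ES-2, 30.98% of ES indirect, 1.33% of MEF, 48.5% of brain 1 and 49.4% of brain 2. Between-RNA read pairs, which join 2 RNAs more than 2000 bp apart, made up 11.6% of ES-1 (374868 read pairs), 11.5% of ES-2 (151233), 7.51% of ES indirect (247857), 27.9% of MEF (132563), 0.610% of brain 1 (6379) and 0.558% of brain 2 (6215). With every line counted, ES-1 and ES-2 differed in the between-RNA share by far less than either differed from the other groups. MEF, ES indirect and brain have 1 biological sample each, so no test between groups was made. When lines with the same coordinates of both fragments were collapsed to 1, the share moved most in ES indirect, to 11.8%. It was then 10.4% in ES-1 and 11.5% in ES-2, so ES-2 lay nearer to ES indirect than to ES-1.

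**Figure D1:**
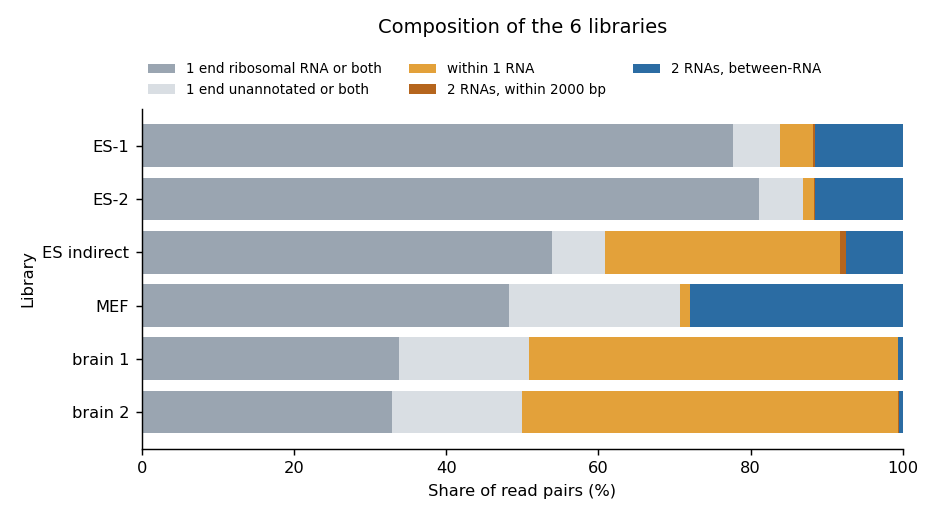
Share of read pairs (%, x axis) in each of 5 classes for the 6 libraries (y axis), as stacked bars. Ribosomal read pairs take 77.6% and 81.0% of the 2 ES libraries, and read pairs within 1 RNA take 48.5% and 49.4% of the 2 brain libraries. Brain classes use GENCODE names and the other libraries the deposited names, so the classes cannot be compared directly between them.

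Fragments differed in length and in how often their sequence lay at the stated position. The median length of RNA1 was 48 nt in ES-1, 28 nt in ES-2, 90 nt in ES indirect, 19 nt in MEF and 80 nt in both brain libraries. The RNA1 sequence matched mm9 at the stated position, with up to 15% mismatches, for 90.8% of the fragments tested in ES-1, 75.8% in ES-2, 93.6% in ES indirect and 60.1% in MEF. The match was 31.5% in brain 1 and 30.2% in brain 2. By sequence, 91.0% of the RNA1 fragments of brain 1 were placed on mm9, 99.4% of them on the stated chromosome but 30.4% at the stated position. Brain results below use the positions found by sequence, except where stated. Lines that repeat the coordinates of both fragments of an earlier line made up 28.5% of ES-1, 5.37% of ES-2, 49.9% of ES indirect, 21.2% of MEF, 44.3% of brain 1 and 47.0% of brain 2.

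The next comparison asked whether libraries called replicates hold the same molecules. It used the stated coordinates in every library and left out read pairs with an end that the deposited names call ribosomal, which were 81.0% of ES-2 and 48.3% of MEF but 4.23% of brain 1. Of the 1001621 read pairs compared from brain 1, 850532 (84.9%, interval 84.85 to 84.99) had the coordinates of a read pair of brain 2. Of the 248771 compared from ES-2, 0.894% had the coordinates of a read pair of ES-1 (0.857 to 0.931). The brain libraries were therefore counted as 1 library that was sequenced again, and the ES libraries as independent. Of the 245275 MEF read pairs compared, 1.97% had the coordinates of an ES-2 read pair (1.91 to 2.02), 1.44% those of an ES indirect read pair and 0.550% those of an ES-1 read pair. With ribosomal read pairs counted, the shares were 85.1% for brain 1 in brain 2, 0.599% for ES-2 in ES-1, and 3.00%, 2.88% and 0.942% for MEF in the same order.

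Similarity of the libraries was measured across 16960 genes for RNA1 ends and 16819 genes for RNA2 ends. ES-1 and ES-2 had a Pearson's r of 0.74 for RNA1 and 0.80 for RNA2 (Spearman's rho 0.65 and 0.72). The value for ES-1 and ES indirect was 0.48 for RNA1 and 0.59 for RNA2, and for ES-1 and MEF 0.45 and 0.35. ES-2 and MEF had 0.58 and 0.43, and ES-2 and ES indirect 0.41 and 0.53, so for RNA1 ES-2 was nearer to MEF than to ES indirect. ES-1 and brain 1 had 0.17 and 0.23, while ES indirect and brain 1 had 0.45 and 0.44. The 2 brain libraries had 0.98 on both sides. ES-1 with ES-2 exceeded every other pair except brain 1 with brain 2 by more than the difference between the RNA1 and RNA2 values of ES-1 with ES-2. With a pseudocount of 0.1 the value for ES-1 and ES-2 moved most, to 0.66 for RNA1. Over genes with a mean of at least 10 CPM, the correlation of ES-1 with brain 1 changed sign, to −0.26 for RNA1 and −0.22 for RNA2.

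**Figure D2:**
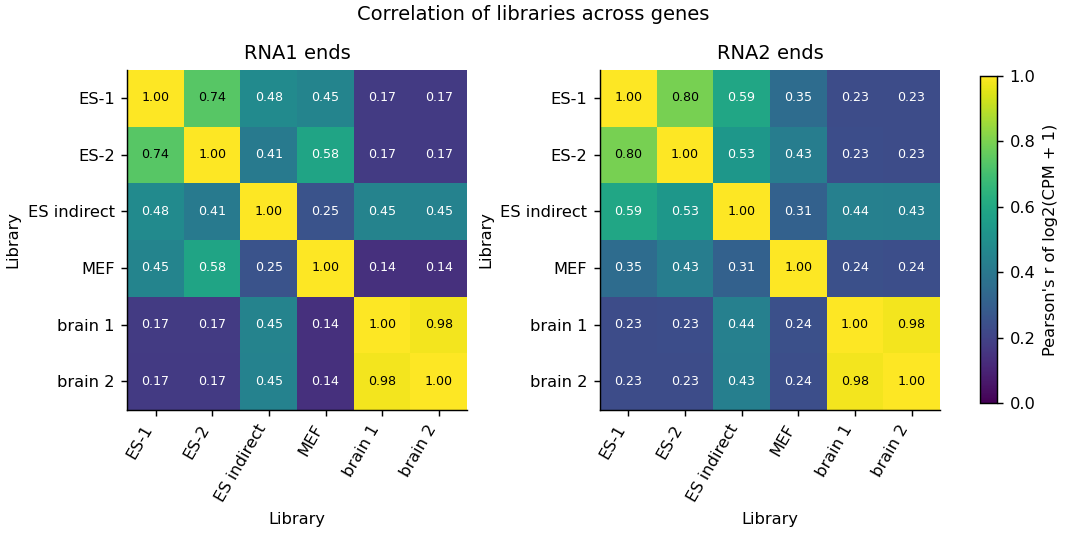
Pearson's r across genes of log2(CPM + 1) for all pairs of the 6 libraries, as a heat map for RNA1 ends and one for RNA2 ends. ES-1 and ES-2 stand at 0.74 and 0.80, and ES-1 and MEF at 0.45 and 0.35.

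Sequencing runs were looked at as batches. ES-1 and ES-2 shared 2 flow cells, ES indirect and MEF shared 2 others, and each brain library had a flow cell of its own, so group and flow cell are separable only within those sets. Between ES-1 and ES-2, the RNA1 correlation was 0.69 in both comparisons on the same flow cell, and 0.67 and 0.71 across flow cells. The same library on 2 flow cells gave 0.93 for ES-1, 0.81 for ES-2 and 0.95 for ES indirect, but 0.51 for MEF. For RNA2 the MEF value was 0.24. RNA2 of MEF correlated with that of ES-1 at 0.46 and 0.47 for 1 flow cell of MEF, and at 0.07 and 0.06 for the other, where 24.6% of the RNA2 fragments matched their stated position. For RNA1 of MEF the match was higher on that flow cell, at 84.7%, and lower on the first, at 46.2%. MEF values are thus not the same across its flow cells.

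The main comparison asked which pairs of RNAs were joined more often than their abundance predicts. ES merged held 526101 between-RNA read pairs over 19743 RNAs and 227776 observed pairs of RNAs, of which 14452 were called at a Benjamini-Hochberg adjusted p under 0.05 (one-sided Fisher's exact test). The called pairs covered 8149 RNAs and 103623 read pairs, which is 19.7% of all. Brain merged held 12594 between-RNA read pairs over 5369 RNAs and 6509 observed pairs, of which 986 were called. Since brain 1 and brain 2 are 1 library sequenced again, many molecules count more than 1 time there (3664 of the 6379 between-RNA read pairs of brain 1 had the coordinates of one in brain 2), so the number is inflated. Alone, ES-1 gave 14244 called pairs, ES-2 1386, ES indirect 9733, MEF 2425, brain 1 295 and brain 2 350. ES-1 therefore decides the number for ES merged, which is 1386 without it. Collapsing lines with the same coordinates lowered the number to 2039 for ES merged and 349 for brain merged. Of the called pairs, 59.2% in ES merged and 64.1% in brain merged rested on read pairs at 1 pair of coordinates only. Without fragments that hold linker pieces or are under 20 nt, MEF fell to 104 called pairs, from 13494 between-RNA read pairs, where thinning to as many gave 147 to 192.

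**Figure D3:**
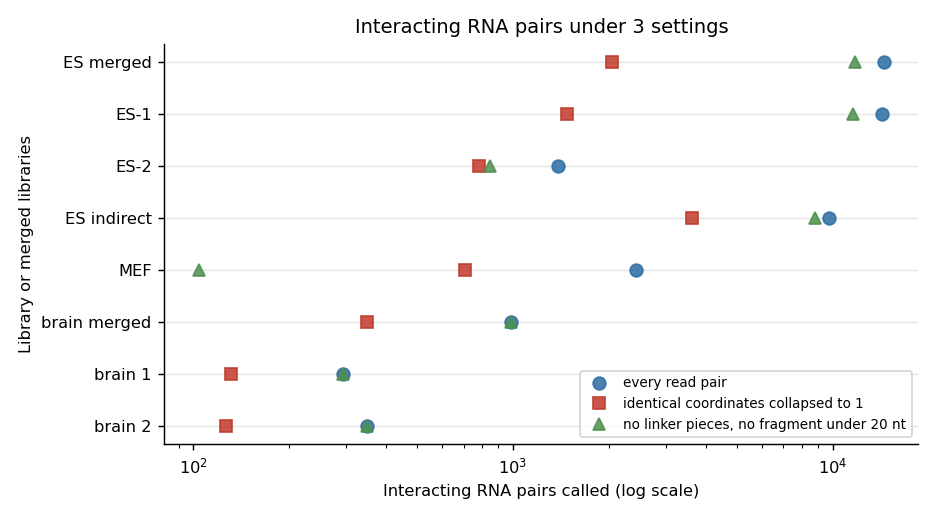
Number of interacting RNA pairs called (log x axis) in each library and in the merged sets (y axis) under 3 settings, as points. ES merged falls from 14452 with every read pair to 2039 with identical coordinates collapsed, and MEF from 2425 to 104 without linker pieces and fragments under 20 nt.

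By RNA type, mRNA with snoRNA was the most frequent combination of ES merged (8039 pairs, 55.6%), followed by mRNA with mRNA (1785, 12.4%) and snoRNA with snoRNA (1114, 7.71%). Under deposited names, mRNA stands for any end in a protein-coding gene, introns and both strands included. Over all read pairs of ES-1, 210607 of 358448 such RNA1 ends with a unique gene name were intronic, and 50.3% of these were sense. In ES-2 it was 191104 of 272238, with 48.1% sense. There were 118 lincRNA–mRNA, 85 mRNA–pseudogene and 12 miRNA–mRNA pairs. After collapsing, mRNA–mRNA pairs of ES merged fell to 148 and lincRNA–mRNA pairs to 11. Without ES-1 these numbered 159 and 9, and mRNA–snoRNA pairs 478. Under GENCODE names, ES merged had 6519 mRNA–snoRNA, 1148 mRNA–mRNA and 1117 snoRNA–snoRNA pairs. In brain merged, mRNA–mRNA pairs came first (632, 64.1%) and mRNA–pseudogene pairs next (222, 22.5%). In ES indirect, mRNA–mRNA pairs made up 41.7% and mRNA–snoRNA pairs 2.25% of called pairs, and in MEF 49.4% and 3.22%. The order of the first 2 combinations thus differed between ES merged and the other 3 sets, which was not tested because 3 of the sets have 1 biological sample each. The MEF types rest on stated positions that 60.1% of RNA1 and 56.1% of RNA2 fragments tested matched. Its exonic ends in protein-coding genes were sense in only 53.0% (RNA1) and 55.7% (RNA2), so many MEF names may be wrong.

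Among the 291 pairs called in both ES-1 and ES-2, the 5 with most read pairs each joined 2 annotated copies of a snoRNA. Snora81 (ENSMUSG00000087935, chromosome 16, 23110829 to 23111006) with SNORA81 (ENSMUSG00000088895, chromosome 15, 71624618 to 71624795) had 2236 read pairs, 1726 in ES-1 and 510 in ES-2, against 704 predicted from their ends. SNORA9 (ENSMUSG00000064513, chromosome 11, 6428036 to 6428168) with SNORA9 (ENSMUSG00000064570, chromosome 17, 62806336 to 62806469) had 1490, which is 40.5 times the prediction. SNORA57 (ENSMUSG00000065100, chromosome 8, 113447016 to 113447163) with SNORA57 (ENSMUSG00000070167, chromosome 19, 8963028 to 8963175) had 1393. SNORA4 (ENSMUSG00000064665, chromosome X, 147974243 to 147974348) with SNORA4 (ENSMUSG00000065208, chromosome 16, 23111690 to 23111828) had 663, and SNORA63 (ENSMUSG00000064382, chromosome 16, 23111374 to 23111502) with SNORA63 (ENSMUSG00000065884, chromosome 4, 74926530 to 74926659) had 614. In all 2236 read pairs of Snora81 with SNORA81, and in 1486, 1376, 618 and 607 of the read pairs of the other 4 in the same order, a fragment also lay by sequence in the gene of the partner. Snora81, SNORA4 of chromosome 16 and SNORA63 of chromosome 16 lie inside Eif4a2 (ENSMUSG00000022884, chromosome 16, 23107517 to 23114209).

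The 3 mRNA–mRNA pairs of ES merged with most read pairs among those seen in both libraries were Gm10718 (ENSMUSG00000074562, chromosome 9, 3023547 to 3025218) with Gm10800 (ENSMUSG00000075014, chromosome 2, 98506704 to 98507458) at 56, Rarb (ENSMUSG00000017491, chromosome 14, 17263356 to 17651381) with Suv420h2 (ENSMUSG00000059851, chromosome 7, 4691717 to 4699116) at 45, and Gm10722 (ENSMUSG00000091028, chromosome 9, 3000922 to 3002330) with Gm10800 at 39. A fragment also lay by sequence in the partner gene in 36 of the 56, 0 of the 45 and 10 of the 39 read pairs. Rarb with Suv420h2 had 44 of its read pairs in ES-2 and 1 in ES-1, over 4 pairs of coordinates, and was not called in both. The 3 lincRNA–mRNA pairs were Gm16869 (ENSMUSG00000087580, chromosome 9, 3000282 to 3038313) with Gm10800 at 126, Gm17317 (ENSMUSG00000091833, chromosome 4, 146510387 to 146831128) with 2610305D13Rik (ENSMUSG00000066000, chromosome 4, 146986046 to 147052416) at 16, and Gm16869 with Gm10801 (ENSMUSG00000075015, chromosome 2, 98502394 to 98504240) at 15. The partner gene held a fragment by sequence in 108, 15 and 13 of these read pairs. Gm17317 with 2610305D13Rik had 15 read pairs in ES-1 and 1 in ES-2 and was not called in both.

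Among the 202 pairs called in both brain libraries, the 5 with most read pairs were Actb (ENSMUSG00000029580, chromosome 5, 143664794 to 143668433) with Lrrc58 (ENSMUSG00000034158, chromosome 16, 37868475 to 37888944) at 76, Gpi1 (ENSMUSG00000036427, chromosome 7, 34987141 to 35015308) with Gm1840 (ENSMUSG00000043192, chromosome 8, 5639584 to 5640996) at 65, Atp5b (ENSMUSG00000025393, chromosome 10, 127520329 to 127527447) with Gm4707 (ENSMUSG00000091831, chromosome 17, 71807664 to 71809262) at 52, Fth1 (ENSMUSG00000024661, chromosome 19, 10057193 to 10059582) with Gm6977 (ENSMUSG00000084289, chromosome X, 87989885 to 87990401) at 50, and Cfl1 (ENSMUSG00000056201, chromosome 19, 5490485 to 5494029) with Gm6180 (ENSMUSG00000053038, chromosome 8, 43332189 to 43332805) at 49. In each of these 5 pairs, every read pair had a fragment that also lay by sequence in the gene of the partner. The pairs of Actb, Gpi1 and Cfl1 were also the 3 mRNA–mRNA pairs with most read pairs. The 3 lincRNA–mRNA pairs were Meg3 (ENSMUSG00000021268, chromosome 12, 110779211 to 110809936) with Cdh18 (ENSMUSG00000040420, chromosome 15, 22478777 to 23404173) at 6, Meg3 with Bcas3 (ENSMUSG00000059439, chromosome 11, 85166669 to 85639560) at 5, and 2210408F21Rik (ENSMUSG00000087380, chromosome 6, 31170351 to 31287404) with Anks1b (ENSMUSG00000058589, chromosome 10, 89336417 to 90435730) at 5. In these a fragment lay in the partner gene in 0 read pairs, but they rested on 1, 1 and 2 pairs of coordinates, and none was called in both libraries.

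The RNAs of ES merged with most partners were SNORA63 (chromosome 16, 23111374 to 23111502) with 205, Snora33 (ENSMUSG00000070063, chromosome 10, 23505153 to 23505281) with 198, U1 with 198, Snora81 with 190 and Snora73b (ENSMUSG00000065353, chromosome 4, 131908237 to 131908441) with 186. U1 is a repeat name that covers many loci. SNORA63 and Snora81 lie inside Eif4a2. In ES-2 alone these RNAs had 12, 16, 21, 15 and 19 partners, so ES-1 decides these numbers. In brain merged, 2 Y_RNA genes of chromosome 6 (47731623 to 47731724 and 47738068 to 47738179) had 25 and 17 partners, mt-Cytb (ENSMUSG00000064370, chromosome M, 14145 to 15288) had 13, and mt-Nd5 (ENSMUSG00000064367, chromosome M, 11742 to 13565) had 10. These 4 had 4, 6, 2 and 2 partners in brain 1 alone and 11, 5, 4 and 4 in brain 2, far fewer than in brain merged.

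Overlap of called pairs was compared to ask whether independent assays and other cell types give the same pairs. ES-1 and ES-2 shared 291 called pairs, where permuted partners gave a mean of 16.6 (17.5-fold, one-sided permutation p 1e-05, the smallest that 100000 permutations can give, also after adjustment over the 7 comparisons). The same smallest p was reached in the other 6 comparisons. MEF shared 39 pairs with ES-1 (7.07-fold over the permuted mean) and 45 with ES-2 (8.70-fold). Under GENCODE names, which left MEF with 358 called pairs, it shared 11 with ES-1 (6.45-fold), 8 with ES-2 (16.8-fold) and 12 with ES merged (11.8-fold). ES merged shared 355 pairs with ES indirect (11.1-fold) and 69 with MEF (4.01-fold), and without ES-1 85 (19.8-fold) and 45 (8.71-fold). Under GENCODE names, ES merged shared 50 of the 986 pairs of brain merged, against a permuted mean of 0.252, and 5 without ES-1. All 50 had a brain fragment whose sequence also lay in the gene of the partner RNA. Brain 1 and brain 2 shared 202 pairs, and 12 when read pairs at the same coordinates in both were left out. Among the alternatives for ES-1 with ES-2, collapsing identical coordinates moved the fold most, to 41.0 (228 shared pairs). The same setting raised the fold of MEF with ES-1 to 35.6 (26 shared pairs) and with ES-2 to 14.05 (25). For ES merged it gave 13.5 with MEF (38) and 44.2 with ES indirect (227). The folds of ES merged with brain merged (198) and of brain 1 with brain 2 (119) did not rise. After collapsing, ES-1 with ES-2 thus lay closer to ES-1 with MEF than with every line counted. Whether the overlap of ES-1 with ES-2 exceeds that with MEF was not tested, since MEF is 1 library with other fragment sizes and depletion.

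The 5 pairs that the study singled out by name were tested in each library. Trim25 (ENSMUSG00000000275, chromosome 11, 88860690 to 88881607) was joined to Snora1 (SNORA1 in the annotation, ENSMUSG00000064634, chromosome 9, 15119633 to 15119765, inside Taf1d) by 46 read pairs of ES merged, all in the 3′ UTR of Trim25, where 11.4 were predicted from their ends. ES-1 had 24 of them (3.12 times the prediction) and ES-2 had 22 (8.60 times). Malat1 (ENSMUSG00000092341, chromosome 19, 5795690 to 5802671) was joined to Slc2a3 (ENSMUSG00000003153, chromosome 6, 122677827 to 122751658) by 6 read pairs, to Eif4a2 by 4, to Tfrc (ENSMUSG00000022797, chromosome 16, 32609006 to 32632880) by 5 and to 0610007P14Rik (ENSMUSG00000021252, chromosome 12, 87156398 to 87165500) by 10, which is 17.2, 70.2, 86.0 and 154 times the prediction. All of these came from ES-1, and they lay at 1, 1, 2 and 2 pairs of coordinates. ES-2 had 0, where 0.0400, 0.00738, 0.00307 and 0.0154 were predicted. At the ratios of ES-1 it would hold 0.735, 0.573, 0.248 and 3.53 read pairs, of which only the last, for 0610007P14Rik, is above the 3 that a count of 0 allows. By Fisher's exact test, 5 of the 5 pairs passed when adjusted over the list alone (Trim25 with Snora1 1.27e-14, Malat1 with Slc2a3 1.74e-06) and 5 of 5 over all observed pairs (9.64e-13 and 5.83e-05). The study chose the list on these samples, so the first is not independent evidence. The study also tested the Malat1 pairs by other methods. It reported that these partner RNAs were enriched when Malat1 was pulled down, compared with a pull-down of Actb. By RNA imaging it reported Malat1 and Slc2a3 RNA lying together in ES cells. Those experiments were not analysed here, and the counts of read pairs do not test them. With identical coordinates collapsed, Trim25 with Snora1 kept 34 read pairs and Malat1 with Slc2a3 kept 1, with a list-adjusted Fisher's exact p of 0.200. Over all pairs, the collapsed Fisher's exact p was 0.328 for Slc2a3, 0.105 for Eif4a2, 0.0117 for Tfrc and 0.0148 for 0610007P14Rik. The collapsed Malat1 pairs had 1, 1, 2 and 2 read pairs left, fewer than the 3 needed for a call. ES indirect, MEF and brain had 0 read pairs for each of the 5, with fewer than 1 predicted from their ends in each. At the ratios of ES merged, ES indirect would hold 7.08, 9.78, 5.30 and 7.996 read pairs of the 4 Malat1 pairs, above the 3 that a count of 0 allows, but the ratios of ES merged rest on only 1 or 2 pairs of coordinates each. MEF would hold fewer than 1 of each of the 5, and brain merged 3.30 for Malat1 with Eif4a2 and fewer than 1 of each other pair. With identical coordinates of the brain collapsed, the value for Eif4a2 was 2.43, below the 3 that a count of 0 allows.

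The number of partners per RNA was described because the study asked whether the network is scale free. In ES merged, 51.9% of the RNAs had 1 partner and the highest number was 205. The least-squares slope of log10 share of RNAs on log10 number of partners was −1.44 (squared correlation 0.814), and the maximum likelihood exponent was 1.97. The slope was −1.38 in ES-1 and −1.74 in ES-2. In brain merged, 86.3% of the RNAs had 1 partner, the highest number was 25, the slope was −2.39 (squared correlation 0.882) and the exponent 3.26. The slope of brain 1 was −3.74 and that of brain 2 −2.82. The slopes of ES merged and brain merged differed by more than those of ES-1 and ES-2, but the 2 brain libraries differed from each other by about as much. ES-2 alone moved the ES slope most, and brain 1 alone the brain slope. Collapsing identical coordinates moved the brain slope to −3.62 and the ES slope to −1.69, further than ES-1 alone or brain 2 alone did. Under GENCODE names the ES slope was −1.43 and the exponent 2.06.

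**Figure D4:**
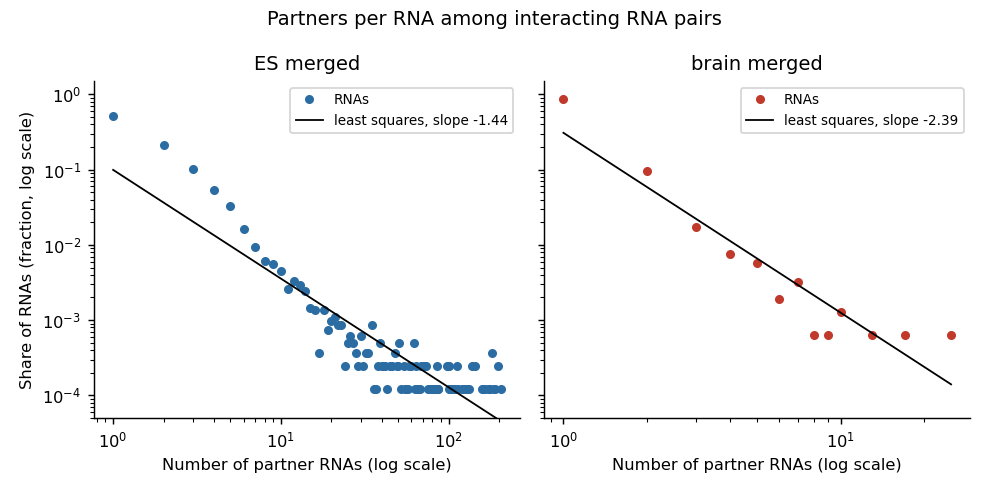
Share of RNAs (log y axis) against number of partner RNAs (log x axis) for ES merged and brain merged, with least-squares lines. The slopes are −1.44 and −2.39, with squared correlations of 0.814 and 0.882.

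Interaction sites were counted to see where along RNAs the fragments pile up. ES merged had 13726 stretches with a depth of at least 5 among 149404 stretches of overlapping fragments. Of these, 9917 lay in protein-coding genes, 595 in snoRNA genes, 323 in tRNA genes and 306 in lincRNA genes, and 2127 in RNAs derived from repeats, among them 787 in LTR, 636 in LINE and 383 in SINE repeats. At a depth of at least 3 the number was 27948 and at 10 it was 5581. ES-1 alone had 9877 sites and ES-2 4858, so leaving out ES-1 changed the number by the largest factor. Brain merged had 777 sites among 11904 stretches, and without brain 1 270 and without brain 2 197. The gene names used for brain include no repeats, so repeat-derived sites could not be counted there.

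Base pairing of ligated fragments was measured to ask whether joined RNAs are complementary. Over the 23 combinations of RNA types in ES merged, the ligated fragments had a lower mean energy than base-shuffled fragments in 16 at an adjusted p under 0.05 (two-sided permutation by sign flips), and a higher one in 0. For mRNA–mRNA pairs the difference was −1.69 kcal/mol (SE 0.213, adjusted permutation p 2.56e-05, lower in 62.8% of the pairs of RNAs). For mRNA–snoRNA pairs it was −1.44 kcal/mol (SE 0.193), for mRNA–pseudogene pairs −2.98, for snoRNA–snoRNA pairs −1.66 and for LINE–mRNA pairs −1.47. For lincRNA–mRNA pairs it was −0.699 (adjusted permutation p 0.0643), which did not pass the correction. When the partner fragment was taken from another pair of the same types, the difference for mRNA–mRNA pairs changed sign, to 0.163 kcal/mol (adjusted permutation p 0.765), while for mRNA–snoRNA pairs it was −1.77 and for LINE–mRNA pairs −3.38. For snoRNA–snoRNA pairs it fell to −0.417 (adjusted permutation p 0.479). Against that control, 9 combinations were lower, 7 of them among the 16. Where the types of the RNAs differ, that control at times put an RNA1 fragment in place of RNA2, so fragment lengths may differ. Without ES-1, 7 of the 9 combinations with enough pairs were lower.

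Read pairs within 1 RNA were counted because the study used them for RNA structure. After the filters of the study methods, and without tRNA and RNAs of repeat classes, ES merged held 59939 such read pairs in 2050 RNAs. Of these, 52625 came from ES-1 and 7314 from ES-2. RNA2 lay upstream of RNA1 in 57551 of them and downstream in 2049, and the strands differed in 339. This balance is set by the filter, which removes read pairs with RNA1 upstream, since without it RNA1 lay upstream in 92216 and RNA2 in 57551. snoRNAs held 52487 of them in 309 RNAs and protein-coding genes 6149 in 1682. The methods do not say whether 1 condition of the filter or both must hold to remove a read pair, and both were required here because the number is then near that of the study, so its size is not independent evidence. Removing a read pair when either condition holds moved the number most, to 1096 read pairs in 286 RNAs. Eef1a1 (ENSMUSG00000037742, chromosome 9, 78326256 to 78336958) kept 5 of 29 read pairs in ES-1 and 1 of 1 in ES-2 after the filter, which left only those with RNA2 upstream. Between RNAs it had 558 ends and 21 partners in ES merged, and 41 ends and 1 partner in brain merged.

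Ligation positions were placed along Snora73 and Snora14, the examples of structure in the study. Snora73a (ENSMUSG00000064387, chromosome 4, 131908690 to 131908894, 205 nt) kept 1111 read pairs in ES-1 and 167 in ES-2 after the filter, Snora73b 1200 and 131, SNORA73 (ENSMUSG00000064380, chromosome 9, 120038469 to 120038671) 221 and 34, and SNORA14 (ENSMUSG00000065637, chromosome 8, 129468747 to 129468880, 134 nt) 206 and 24. Positions were counted for sense read pairs in which the 5′ end of RNA2 lay upstream of the 3′ end of RNA1, before that filter. In Snora73a the most frequent pair of 10-nt bins had the 3′ end of RNA1 at 201 to 210 and the 5′ end of RNA2 at 81 to 90, with 729 read pairs, 651 in ES-1 and 78 in ES-2. Another 132 read pairs joined 201 to 210 with −9 to 0, which lies just outside the annotated RNA. The first pair of bins held 538 read pairs in Snora73b and 112 in SNORA73. In SNORA14 the most frequent pair was 131 to 140 with 1 to 10, with 102 read pairs. At least 3 read pairs were found in 49 pairs of bins of Snora73a, 58 of Snora73b, 24 of SNORA73 and 17 of SNORA14.

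**Figure D5:**
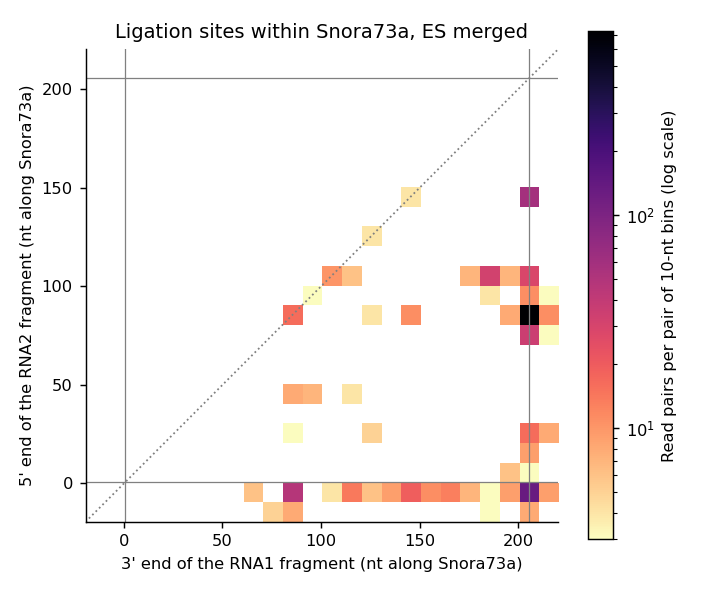
Read pairs of ES merged within Snora73a by the 3′ end of RNA1 (x axis, nt along the RNA) and the 5′ end of RNA2 (y axis, nt), with colour for the number per pair of 10-nt bins (at least 3, log scale) and grey lines at the ends of the annotated RNA. The bins 201 to 210 and 81 to 90 hold 729 read pairs.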

Values the study reported

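The permutation tests of the study gave a P-value of 1 for the overlap of interacting RNA pairs of MEF with those of ES-1 and with those of ES-2. It counted over 2,000 interaction sites in transposon RNAs. Over 60,000 read pairs that held the linker lay within single genes, and these gave proximity information on 2,374 RNAs. For Snora73 transcripts it counted 277 sequences that had been cut and ligated.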

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

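All tests of this part were chosen after the result was seen. Part of the 24-nt linker, at least 12 nt of it, was found inside fragments that were placed on the genome as RNA, which no comparison of the libraries used and which lay above the limit that a count of 0 allows in each library (9.29e-05% in ES-1, 0.000229% in ES-2, 9.09e-05% in ES indirect, 0.000632% in MEF, 0.000287% in brain 1 and 0.000269% in brain 2). In MEF, 47.7% of the RNA1 fragments and 13.7% of the RNA2 fragments held such a piece. The shares were 6.39% and 1.504% in ES-2, 3.56% and 1.33% in ES indirect, 1.48% and 0.253% in ES-1, 0.0223% and 0.0390% in brain 1, and 0.0206% and 0.0389% in brain 2.

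Chance matches to the linker are argued against by the reversed linker, pieces of which were found in 0 of the RNA1 fragments of MEF. What stays open is that linker sequence left in a fragment may have been placed on the genome as RNA and called. MEF had 104 called pairs without fragments that hold a piece or are under 20 nt, against 2425 with them, but the step left 13494 of 132563 between-RNA read pairs. Thinning MEF to as many read pairs gave a mean of 169 called pairs (147 to 192 over 20 draws), so most of the fall goes with depth and the rest with the fragments left out. Leaving out only fragments with a piece gave 1004 called pairs, where thinning gave a mean of 1012 (969 to 1047), so an effect of the linker on the calls cannot be told apart from one of depth. Leaving out only those under 20 nt gave 241, where thinning gave 390 to 439, so the short fragments go with the rest. The share also differed between the flow cells of MEF, with 58.9% and 27.6% of RNA1 fragments and 5.74% and 27.9% of RNA2 fragments. In ES-2 the RNA1 shares of its flow cells were 5.99% and 6.92%. The smaller first fragmentation of MEF (300 nt) is confounded with its cell type. No biological explanation was tested.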

How the results depend on the processing

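The alternatives chosen after the data were seen are the fragment filter (no linker pieces, no fragment under 20 nt), strand-aware GENCODE names, removal of within-RNA read pairs by either condition, read pairs at the same coordinates left out of the overlap, collapsing in the degree distribution and the overlap, and leaving out a replicate in the overlap. GENCODE names for the types and partner numbers of ES merged were added last. No paired analysis was possible because no library of one group was made from the same animal or culture as a library of another by the labels. The cause of a change was not tested unless stated.

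For the 7 overlaps, all 61 alternatives tested by permutation kept a shared number above the permuted mean at the smallest p their permutations allow, and the other 7 were Fisher's exact tests, with odds ratios of 4.47 to 30.6. Leaving out read pairs at the same coordinates removed none between ES merged and brain merged, so it tested nothing there. Thinning to the smallest library gave no value for ES merged with brain merged, since 0 pairs were shared. Of the other main counts and shares, 65 alternatives stayed within the spread or within 1.5 times, 76 moved further and 1 lost the list-adjusted threshold.

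Collapsing lines with the same coordinates moved the between-RNA share to 10.4% in ES-1, 11.5% in ES-2, 11.8% in ES indirect, 28.9% in MEF, 0.926% in brain 1 and 0.847% in brain 2. It lowered called pairs to 2039 in ES merged, of which 1979 were also called with every line, and 349 in brain merged. In ES merged it left 710 mRNA–snoRNA, 148 mRNA–mRNA, 271 snoRNA–snoRNA and 11 lincRNA–mRNA pairs, and in brain merged 144 mRNA–mRNA pairs. It left 27372 within-RNA read pairs, an ES exponent of 2.29, a brain slope of −3.62 and a brain exponent of 4.35. The Malat1 pairs kept 1 (Slc2a3), 1 (Eif4a2), 2 (Tfrc) and 2 (0610007P14Rik) read pairs, under the minimum of 3 for a call, with list-adjusted p of 0.200, 0.0448, 0.00132 and 0.00166 by Fisher's exact test. Fewer read pairs per pair of RNAs are part of this setting's construction.

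A minimum of 2 read pairs gave 24606 pairs in ES merged and 2395 in brain merged, with 12388 mRNA–snoRNA, 4501 mRNA–mRNA and 318 lincRNA–mRNA pairs in ES merged, 1732 mRNA–mRNA pairs in brain merged and a brain exponent of 2.58. A minimum of 5 gave 5833 and 353 pairs, with 3089 mRNA–snoRNA, 471 mRNA–mRNA and 34 lincRNA–mRNA pairs in ES merged, 179 mRNA–mRNA and 134 mRNA–pseudogene pairs in brain merged, an ES exponent of 2.16, a brain slope of −3.06 and a brain exponent of 4.26. Adjusting over all possible pairs gave 5593 in ES merged. Leaving out intronic ends gave 8851 and 493, and thinning to the smallest library 2156 and 348. The fragment filter gave 1153 mRNA–mRNA and 71 lincRNA–mRNA pairs in ES merged, and GENCODE names 1148 and 52. Without snoRNA the ES exponent was 2.34. Sites numbered 27948 in ES merged and 2184 in brain merged at a depth of at least 3, and 5581 and 193 at 10. Within-RNA read pairs, without tRNA and RNAs of repeat classes, numbered 150106 in 10709 RNAs with no filter on distance and strand. They numbered 1096 in 286 RNAs when either condition removed them.

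Leaving out 1 ES library gave 1386 (without ES-1) to 14244 called pairs, 478 to 8238 mRNA–snoRNA, 159 to 1583 mRNA–mRNA, 201 to 1089 snoRNA–snoRNA and 9 to 106 lincRNA–mRNA pairs, 7314 to 52625 within-RNA read pairs in 826 to 1626 RNAs, 4858 to 9877 sites, a slope of −1.74 to −1.38 and an exponent of 1.97 to 2.20. The low end is the value without ES-1 in each count. Leaving out 1 brain library, which is the same library sequenced again, gave 295 to 350 called pairs, 149 to 177 mRNA–mRNA and 119 to 129 mRNA–pseudogene pairs, 197 to 270 sites, a slope of −3.74 to −2.82 and an exponent of 4.20 to 4.24.

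The similarity of ES-1 and ES-2 was 0.66 for RNA1 and 0.72 for RNA2 with a pseudocount of 0.1, and 0.80 and 0.84 with 10. Without ribosomal and chrM genes it was 0.74 for RNA2. For the other pairs of libraries, 46 alternatives stayed within the spread, 84 moved and 10 changed sign. These 10 used genes with a mean of at least 10 CPM: ES-1 with brain 1 −0.26 for RNA1 and −0.22 for RNA2, ES-1 with brain 2 −0.26 and −0.23, ES-2 with brain 1 −0.23 and −0.19, ES-2 with brain 2 −0.23 and −0.19, and MEF with brain 1 −0.11 and brain 2 −0.10 for RNA1.

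For base pairing, the number of combinations with lower energy was 10 against shuffles that keep dinucleotides, 9 against exchanged partners, and 7 to 15 when an ES library was left out (7 of the 9 combinations left without ES-1). For single combinations, 70 alternatives kept direction and call, 19 kept the direction but lost the call, 3 gained it and 8 changed sign. With exchanged partners, LINE–LINE changed to 0.529 kcal/mol, mRNA–mRNA to 0.163, snoRNA–tRNA to 0.361 and snoRNA–snRNA to −1.45. snoRNA–snRNA, which had no difference at first, was −0.521 with dinucleotides kept, −0.0990 over 30 nt next to the linker and −0.0293 without ES-2 (without ES-1 it had too few pairs), and snoRNA–tRNA was 0.0810 over 30 nt. Exchanged partners were first drawn across RNA types, against what had been planned. That version compared unlike types, was replaced after it had been seen and is not reported. Of the called pairs of single libraries, 37 alternatives stayed within 1.5 times and 39 did not.

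Between-RNA read pairs were fewest in the brain, where the 12594 of brain merged allow few pairs to reach 3. MEF had the next fewest, at 132563. How far depth limits each library was not compared. A count of 0 for a fixed pair in MEF allows every ratio found in ES merged. In brain merged the same holds except for Malat1 with Eif4a2, where 3.30 read pairs would be held at that ratio. Molecules sequenced in both brain libraries count more than 1 time in this value. It was 2.43 with identical coordinates collapsed, 1.29 in brain 1 and 1.98 in brain 2, all below 3, so the exception does not hold there.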

Other observations

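The tests of copies across flow cells, of the brain coordinates, of repeats within a flow cell and of the flow cells of MEF were chosen only after the result was seen. So were those of mRNA–pseudogene pairs, of intron strands, of exchanged partners, of kept dinucleotides and of all mitochondrial ends. The other tests were chosen before. Exchanged partners and kept dinucleotides had been fixed beforehand as alternatives for base pairing, and only their use as tests of an explanation came after.

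Copies of 1 ligation product that were removed within a flow cell only may account for part of the lines that repeat the coordinates of both fragments. Of the coordinate pairs seen 2 times among read pairs not named ribosomal, 70.7% in ES-1, 75.3% in ES-2 and 70.1% in ES indirect spanned 2 flow cells, where the sizes of the flow cells predict 46.8%, 49.3% and 49.98%. Independent ligations at the same coordinates would follow the predicted shares, and no biological explanation was tested. Such removal is argued against for the rest, since 72839 coordinate pairs of ES-1 had more lines than flow cells, as had 178011 in brain 1 and 195967 in brain 2, which were each on 1 flow cell. With ribosomal read pairs these numbered 268445, 185106 and 203521. What repeats these stays open. In MEF, 0 of the 8330 seen 2 times spanned both. Its flow cells have no coordinate pair in common, for which a candidate explanation is fragments that do not lie at their stated position, RNA2 on 1 flow cell and RNA1 on the other. On the first, 24.6% of RNA2 and 84.7% of RNA1 fragments matched the genome at that position, and on the second 73.6% of RNA2 and 46.2% of RNA1 fragments. ES indirect, on the same flow cells, matched in 97.6% for RNA2 on both and in 93.6% and 93.8% for RNA1, in the same order. Why the positions of MEF are off remains open.

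Brain fragments mostly lay elsewhere than stated. RNA of another organism is argued against, since 91.0% of the RNA1 fragments of brain 1 were placed on mm9 by their sequence. Coordinates on another genome assembly, with names taken from mm9 genes at those coordinates, could explain it. Brain coordinates passed the end of mm9 on 10 of 22 chromosomes, and those of the other libraries on 0. Of the mRNA ends of RNA1 in brain 1, 99.6% lay inside the named gene at the stated position and 35.5% at the position of the sequence. The assembly itself was not identified, and no biological explanation was tested.

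Fragments whose sequence also lies in the gene of the other RNA may have been placed at the wrong copy. This was found in 31.3% of the called pairs of brain merged (interval 28.5 to 34.3, exchanged partners 1.62%) and in 5.79% of those tested in ES merged (4.91 to 6.82, exchanged 2.79%), which argues against it as the cause of most called pairs in either. These shares count pairs of RNAs and not read pairs, and the 5 most frequent snoRNA pairs of ES merged and the 5 most frequent pairs of the brain are among those affected. It was found in 98.2% of the mRNA–pseudogene pairs of the brain (exchanged 3.60%) and in 100% of the 50 pairs called in both ES merged and brain merged, so gene copies may account for these. Contacts between RNAs of 1 gene family would share sequence too and stay open.

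Pairs shared by libraries could come from read pairs carried over between them. With the read pairs at the same coordinates in both left out, ES-1 and ES-2 still shared 284 pairs (17.6-fold over permuted partners), which argues against carry-over as the whole cause there. ES-2 and MEF still shared 25 (7.17-fold). Only 60.1% of the MEF RNA1 fragments tested matched their stated position, so read pairs carried over into MEF could have been missed. The overlap of ES-2 with MEF, 45 pairs before this step, therefore stays open. MEF read pairs not named ribosomal lay at the coordinates of ES-2 in 1.97% of cases, against 0.406% for ES indirect and 0.211% for ES-1 at equal numbers. A sample barcode common to ES-2 and MEF would give this. The methods of the study list the same barcode for both and place them on different lanes. ES-2 and MEF shared no flow cell, and both were depleted of ribosomal RNA with the same kit, which was not tested as a cause. The fibroblasts as a cell type are confounded with strain and fragment size.

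Abundance of the RNAs could give a power-law like number of partners. Among pairs with at least 3 read pairs, whether called or not, permuted partners gave a slope of −0.890 (SD 0.00794 over 20 draws), against −1.02 observed. The difference of −0.132 is larger than that between ES-1 and ES-2 in the same kind of fit (0.00235) and than the SD of the draws, which argues against abundance as the whole cause of the slope. Whether repeated lines or contacts in cells give the rest stays open.

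A ligation bias of RNA ends may set the order of the RNAs. In read pairs of called mRNA–snoRNA pairs, the snoRNA was at RNA1 in 72.96% of cases in ES-1 (72.5 to 73.4) and 50.5% in ES-2 (48.5 to 52.5), where the shares of snoRNA ends predict 71.1% and 57.7%. Both differences are within that between ES-1 and ES-2, which was the limit set beforehand. That limit is wide, and both values depart from their predictions by more than counting error, in opposite directions. In ES indirect it was 33.5% (predicted 49.0%).

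Random ligation after lysis cannot be told apart from contacts by read pairs that join a mitochondrial to a nuclear RNA. Observed over expected numbers were 1.00 in ES-1 and 1.00 in ES-2. These rest on 109 and 80 mitochondrial ends of RNA1 and RNA2 in ES-1, since most mitochondrial ends have no name in the deposited files. Over all mitochondrial ends, named or not, the ratio was 1.02 in ES-1 and 1.003 in ES-2 when read pairs within 2000 bp were left out, but 0.545 and 0.912 when they were counted. Those read pairs hold continuous fragments as well as ligations inside mitochondria, which keeps it open.

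Intronic RNA1 ends of ES-1 and ES-2 lay on both strands. Fragments too short to be placed at 1 position are argued against as the whole cause, because 60.7% of those of at least 70 nt in ES-1 and 52.9% in ES-2 were on the sense strand, against 90.9% in ES indirect. Within ES indirect, length could explain it, with 54.7% sense under 25 nt. What puts long intronic fragments of ES-1 and ES-2 on both strands was not found, and no biological explanation was tested.

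Base and dinucleotide content of the fragments is argued against as the whole cause of the lower energy of ligated than shuffled fragments, since shuffles that keep dinucleotides still left −0.868 kcal/mol in mRNA–mRNA pairs and −0.799 in mRNA–snoRNA pairs. Other features of the sequence of the fragments, whichever the partner, may explain it in mRNA–mRNA pairs, since ligated fragments paired no better with their own partner than with that of another pair (0.163 kcal/mol). For mRNA–snoRNA pairs the same test gave −1.77 kcal/mol, which cannot decide it there. When the types of RNA2 differed, the exchanged fragment was an RNA1 fragment. RNA1 fragments were shorter by median than RNA2 fragments, at 48 against 56 nt in ES-1 and 28 against 34 nt in ES-2. In mRNA–mRNA pairs the exchanged fragment was always RNA2. Fragments shared between gene copies are argued against as the whole cause in mRNA–snoRNA pairs. Of the 1639 called mRNA–snoRNA pairs tested for copies, 2.87% had such a fragment (2.16 to 3.79, exchanged partners 1.95%). The energy was lower than with exchanged partners in 58.8% of the mRNA–snoRNA pairs measured. Base pairing between these RNAs in cells is 1 hypothesis for the rest. The sequence of the fragments, whichever the partner, and fragments selected by RNA family were not excluded for it.

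The overlap of called pairs with MEF had a one-sided permutation p of 1e-05 for ES-1 and for ES-2, the smallest that 100000 permutations can give. These are lower than the values quoted from the study above. Within Snora73a and Snora73b, 1278 and 1331 read pairs of ES merged were left after the filter, and 255 within SNORA73. The first 2 values are higher than the count quoted from the study above, and that for SNORA73 is lower.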
